A study of Homo sapiens with 2 samples. Its data were reported in "m6A modification enhances the stability of CDC25A promotes tumorigenicity of esophagogastric junction adenocarcinoma via cell cycle" (2024).

How the data were processed

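IGF2BP3 LACE-seq was analysed from 2 samples of OE-19 cells, which the labels give as replicates 1 and 2 of a single group. Both replicates entered each result, and no sample was left out. No input or IgG library was analysed here.

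According to the study's methods, the authors crosslinked the cells with UV, immunoprecipitated IGF2BP3, fragmented the RNA with MNase, and aligned the reads that did not match pre-rRNA to hg38 with Bowtie, which does not align across splice junctions. Peaks were called per replicate, not on pooled reads. The methods name Piranha as the caller, whereas the deposited files have the 10 columns, peak names and value columns of the narrowPeak layout that MACS writes. The fold and p-value of every peak also follow a Poisson test against a local background, the kind of test that MACS uses. The values are described as the authors' peak caller gave them. Every peak has an undefined strand, so a peak was given the strand of its gene.

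Each deposited line holds a start, an end and a summit in bp, and other columns with the values of the authors' peak caller. The fold enrichment is a ratio at the summit over the local background, as the authors deposited it. The deposited p-value and q-value are on the −log10 scale, and the lowest −log10 q was 2.18 in replicate 1 and 2.15 in replicate 2. A score column in the deposited files repeats the q-value column and was not used here. These values were used only to describe, rank and filter peaks within a list.

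The number of reads per library is unknown. For each peak, the whole pileup at the summit was sought that gives both the deposited fold and the deposited p-value under a Poisson distribution, with fold equal to pileup plus 1 over background plus 1. Such a pileup was found for 21142 of 21142 peaks in replicate 1 and 20799 of 20799 in replicate 2. The smallest pileup was 4 reads in both. These pileups are given as the measure of depth.

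Peaks were placed on GENCODE 44 genes of hg38 by their summit. A base was classed as CDS, 3′ UTR, 5′ UTR, exon of a non-coding transcript or intron, in this order over all transcripts of the gene. Where genes overlapped, exons came before introns, protein-coding genes before others, and then the longer gene. The 46 peaks of replicate 1 and 36 of replicate 2 on scaffolds outside the annotation were left out of the results that need annotated genes or positions, and kept in those on fold enrichment, rank and pileup. Coordinates are 1-based.

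Overlap was counted from 1 shared bp. Overlap, region class, distance to stop codons and motifs were tested in each replicate with an exact Poisson-binomial test, two-sided. Each peak had its own probability, from placing it at every position of the same region class of its gene (overlap and motifs), or at every genic or exonic base of its gene (region class and stop codons, with a distance of 200 nt). Peaks in no gene were placed at the bases of their chromosome that lie in no gene. Motif windows of 101 nt were read on the gene strand. P-values were adjusted by the Benjamini-Hochberg method within each family, which held 14 tests for region class and 10 for motifs, and were not computed below 1e-300. A result was called when the adjusted p-value was below 0.05 in both replicates in the same direction. Top and bottom quartiles of fold enrichment were compared by Fisher's exact test, and ranks of overlapping peaks by a permutation test with 100000 resamples. These tests treat peaks as independent and describe these libraries; with 2 replicates, the spread between them is given as the SD.

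The exact test was tested on simulated data for TGGAC and for overlap with 20137 peaks. Outcomes were drawn independently from the same per-peak probabilities that the test uses. Of 100 such draws with no effect, 4% gave a p-value below 0.05 in each. With 500 peaks changed from no hit to a hit, a true ratio of 1.27 was recovered as 1.28 for the motif, and 1.09 as 1.09 for overlap. These draws check the computation, and cannot test the independence of peaks or the choice of background. Peaks placed at random gave a mean overlap ratio of 0.997.

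The genes named were set by a rule fixed before the data were examined: CDC25A and the other G1-S genes the study followed, MYC and CCND1 whatever their values, and the 5 genes of the shared peaks with the largest fold enrichment, ranked by the lower of the within-list percentiles with 1 peak per gene. The tests and most alternatives were also fixed then. Alternatives changed the overlap rule, the peaks used, the background, the position of a peak, the transcripts, the treatment of overlapping genes, the windows, the measure of strength and the replicates used. Moving summits downstream and keeping only summits whose 31-mer occurs once in the genome were added after the data were seen. For the closing section, all 1024 5-mers were compared with their rate in the same region class and gene, and GC content was taken from 101-nt windows around the summits. The 5′ UTR peaks of replicate 2 were also predicted from those of replicate 1 and the change in peak number by GC content in other classes, under 8 settings of bin width and classes. The weighting by GC content was run under 12 settings, with GC content of the summit window, the moved window or the whole peak.

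Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used.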

Results

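IGF2BP3 is an RNA-binding protein that the study describes as a reader of N6-methyladenosine (m6A). Its binding sites were mapped in OE-19 cells, an established line from an adenocarcinoma of the esophagogastric junction, by LACE-seq. In this assay RNA is crosslinked to protein with UV light, immunoprecipitated with an antibody and fragmented, and the ends of the cDNA are amplified linearly before sequencing. The data are 2 peak lists, 1 for each of 2 replicates of a single group. No control library was analysed here, so the comparisons are between the replicates and against positions of the same genes.

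Replicate 1 had 21142 peaks and replicate 2 had 20799. Median peak widths were 336 and 342 bp, and the peaks covered 9.10 and 8.95 Mb of the hg38 genome. The fold enrichment that the authors' peak caller gave each peak had a median of 6.89 in replicate 1 and 7.13 in replicate 2. The total number of reads is unknown, but the read pileup at each summit could be recovered from the deposited fold enrichment and p-value. Its median was 22 reads in both replicates, with a 5th percentile of 8 reads in both and 95th percentiles of 75 and 77 reads. Intervals below are Wilson 95% confidence intervals and cover counting error only.

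The first comparison asked how far the replicates shared binding sites. In replicate 1, 12676 of 21096 peaks on annotated chromosomes (60.1%, interval 59.4 to 60.7) overlapped a peak of replicate 2 by at least 1 bp. In replicate 2 the share was 61.2% (12711 of 20763 peaks, interval 60.6 to 61.9). When each peak was placed at every position of the same region class of its own gene, the expected shares were 27.6% and 27.8%. The observed overlap was therefore 2.18 and 2.20 times the expected one (exact Poisson-binomial test, two-sided, Benjamini-Hochberg adjusted p at or below 1e-300 in both replicates, the smallest value computed). The alternative that moved this ratio most counted only summits within 50 bp of each other as shared and gave a mean of 7.26.

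The ratio of observed to expected overlap was lowest in 5′ UTRs, at 1.41 in both replicates. A high expected share limits this ratio, and in 5′ UTRs it was 56.7% in replicate 1 and 35.1% in replicate 2. The ratio was 1.76 and 1.80 in coding sequence (CDS) and 1.62 and 1.64 in 3′ UTRs. In introns it was 19.1 and 19.6, where a random position was covered in 2.49% and 2.67% of placements. However, 71.1% and 72.4% of intronic summits lay within 150 nt upstream of a 3′ splice site, while the placements covered whole introns. The intron ratio therefore also reflects nearness to exons and does not compare directly with the other classes. The replicates differed most in UTRs. Of the 5′ UTR peaks, 80.1% of replicate 1 (1129 of 1409) but 49.4% of replicate 2 (1233 of 2498) overlapped the other list. For 3′ UTR peaks the order was the opposite, with 59.8% in replicate 1 and 74.5% in replicate 2.

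**Figure D1:**
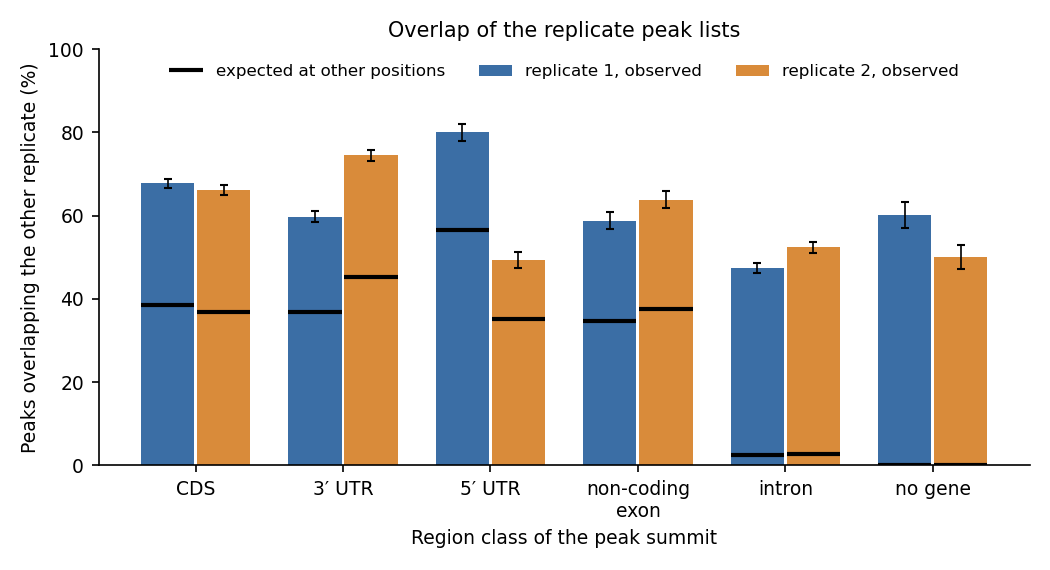
Percent of peaks that overlapped a peak of the other replicate, by region class of the summit (bars, with Wilson 95% intervals), for replicates 1 and 2. Black lines mark the percent expected when each peak was placed at every position of the same class of its gene. Every bar lies above its line, from 1.41-fold in 5′ UTRs to 19.1- and 19.6-fold in introns, with peaks in no gene further above. Most intronic summits lay near exons, while the placements covered whole introns.

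Peaks in the top quartile of fold enrichment recurred more often than those in the bottom quartile. In replicate 1, 79.6% of the top quartile overlapped a peak of replicate 2, against 55.5% of the bottom quartile (Fisher's exact test, two-sided, adjusted p = 1.20e-156). In replicate 2 these shares were 80.2% and 53.6% (Fisher's exact test, two-sided, adjusted p = 8.95e-188). In replicate 1 the peaks between these quartiles did not recur more often than the bottom quartile. The share therefore did not rise steadily with fold enrichment. The difference averaged 25.4 percentage points, and fell to 3.94 points without passing the threshold in both lists when only the 5000 peaks with the largest −log10 q-value of each list were used. Split by the recovered pileup, the overlap was 39.4% and 41.1% for peaks with 14 reads or fewer at the summit, and 82.2% and 83.3% for peaks with at least 37 reads.

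Among 12701 overlapping pairs, the ranks of fold enrichment correlated across peaks with a Spearman's rho of 0.666 (permutation test of the pairings, two-sided, p = 1e-05, the smallest that 100000 resamples can give). Peaks are not independent replicates, and this value describes the pair of lists. Across the alternatives rho ranged from 0.443 to 0.890.

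The next question was where on transcripts the sites lie. At the summit, 29.1% of the peaks of replicate 1 and 29.9% of replicate 2 were in CDS (29.5% ± 0.549, SD, n = 2). The shares in 3′ UTRs were 22.3% and 18.2% (20.3% ± 2.92, SD, n = 2), and in 5′ UTRs 6.68% and 12.0% (9.36% ± 3.78, SD, n = 2). Exons of non-coding transcripts held 10.6% and 9.84%, introns 26.6% and 24.5%, and 4.55% and 5.45% lay in no annotated gene. For 3′ UTRs, 5′ UTRs, introns and peaks in no gene the intervals of the replicates did not overlap, so these shares differed by more than counting error.

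Compared with all bases of the same protein-coding gene, introns included, peaks were more frequent in CDS (5.73- and 5.50-fold), 3′ UTRs (3.91- and 3.15-fold) and 5′ UTRs (4.59- and 7.70-fold), and less frequent in introns (0.348 and 0.322 of the expected number). Each of these had an adjusted p at or below 1e-300, the smallest value computed in the exact test.

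Compared with exonic bases alone, CDS stayed above its expected share, with 47.3% against 33.6% in replicate 1 and 47.0% against 34.3% in replicate 2 (ratios 1.41 and 1.37, exact Poisson-binomial test, two-sided, adjusted p = 1.29e-264 and 2.05e-230). The alternative that moved the mean CDS ratio of 1.39 most, 1 transcript per gene, gave 1.06. The 3′ UTR share was below the expected one, at 36.2% against 38.4% and 28.6% against 37.3% (ratios 0.943 and 0.765, exact test, two-sided, adjusted p = 7.05e-09 and 5.95e-124). The 5′ UTR share was 10.8% against 9.09% and 18.9% against 9.33% (ratios 1.19 and 2.02, exact test, two-sided, adjusted p = 1.25e-12 and 3.44e-281). The mean 5′ UTR ratio was 1.61 at the summit, and 0.903 when summits were moved downstream by 146 nt in replicate 1 and 147 nt in replicate 2. The replicates then lay on opposite sides of 1, with ratios of 0.655 and 1.15, so the result was not called in either direction. These distances reach from the edge to the middle of the narrowest peak of each list, and the move was chosen after the data were seen.

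The position of the summit within a peak mattered for these classes. Of 5621 intronic summits in replicate 1, 3996 (71.1%, interval 69.9 to 72.3) lay within 150 nt upstream of a 3′ splice site, and 300 (5.34%) lay within 150 nt downstream of a 5′ splice site. In replicate 2 these numbers were 3692 (72.4%) and 325 (6.38%) of 5096. In all, 76.5% and 77.7% of the peaks with an intronic summit reached into an exon. At the moved position, 39.6% and 42.0% of peaks were in CDS and 13.9% and 12.6% in introns.

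**Figure D2:**
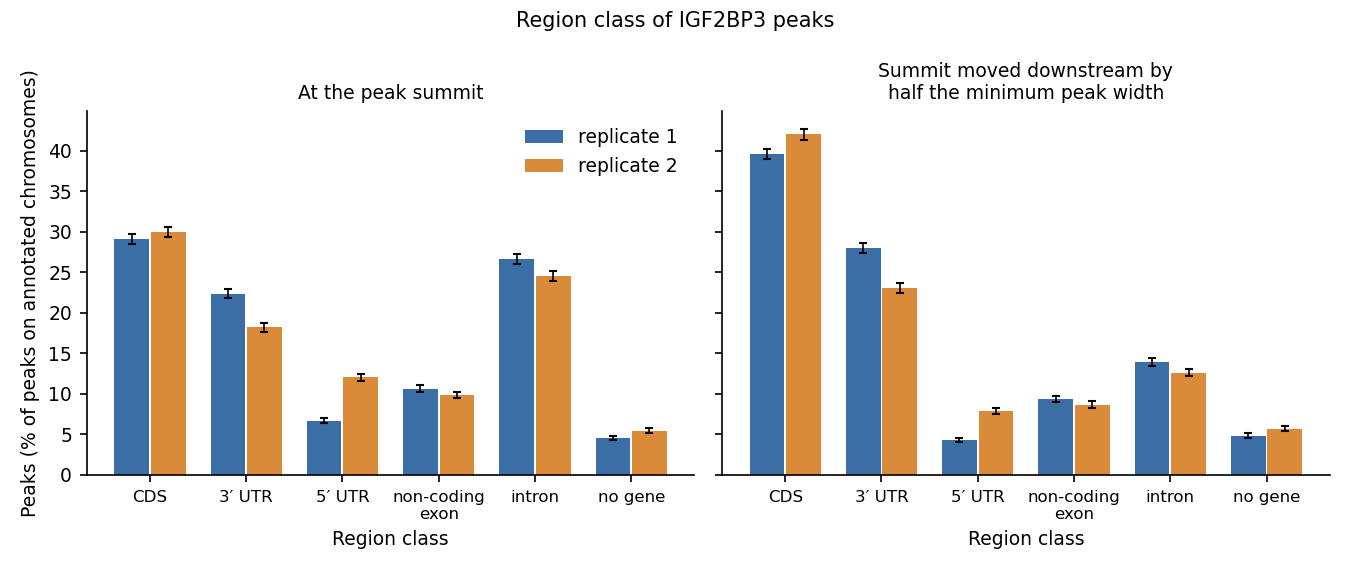
Percent of peaks on annotated chromosomes in each region class for replicates 1 and 2, at the deposited summit (left) and at the summit moved downstream on the gene strand by 146 and 147 nt (right). Bars are shares with Wilson 95% intervals; the intron share was 26.6% and 24.5% on the left and 13.9% and 12.6% on the right.

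**Figure D3:**
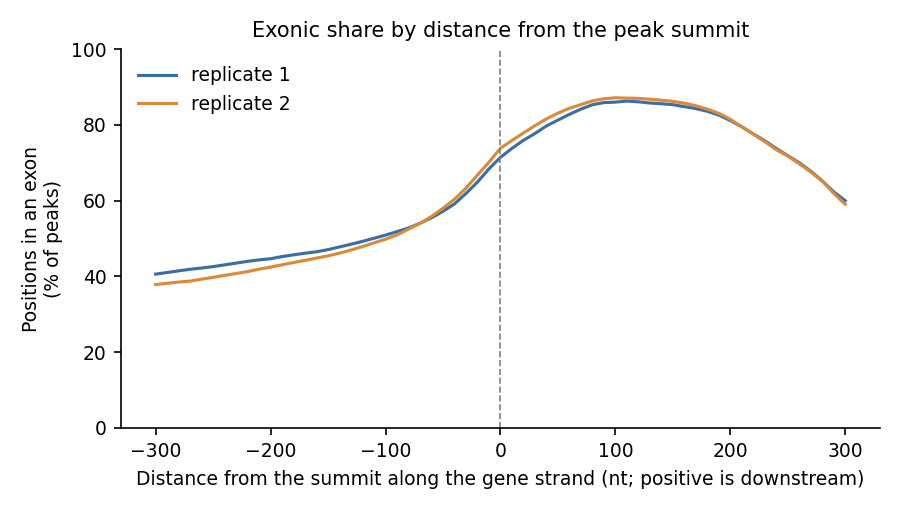
Percent of peaks in protein-coding genes whose position falls in an exon (vertical axis) when the position is moved along the gene strand from the summit, in nt (horizontal axis), for replicates 1 and 2 (lines). The share rose from 71.5% and 73.9% at the summit to a maximum of 86.3% at 110 nt downstream in replicate 1 and 87.2% at 100 nt in replicate 2.

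Peaks were enriched near stop codons. In replicate 1, 20.4% of exonic peaks of protein-coding genes (2657 of 12999) lay within 200 nt of an annotated stop codon, against 11.7% expected from the exonic bases of the same genes (ratio 1.75, exact Poisson-binomial test, two-sided, adjusted p = 1.22e-194). In replicate 2 the share was 18.6% (2461 of 13218) against 11.8% (ratio 1.58, exact test, two-sided, adjusted p = 2.73e-123). The mean ratio was between 1.63 and 1.97 under the 9 alternatives with a test that could change it.

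Because the study relates binding to m6A motifs, windows reaching 50 nt to each side of the summit were searched on the gene strand. UGGAC was found in 10.1% of 20137 windows in replicate 1 against 9.35% expected at other positions of the same region class and gene (ratio 1.08, exact Poisson-binomial test, two-sided, adjusted p = 1.24e-04). In replicate 2 it was found in 10.2% of 19631 windows against 9.81% (ratio 1.04, exact test, two-sided, adjusted p = 0.0335). The mean ratio was 1.06, and 4 of 11 alternatives with a test no longer passed the threshold in both lists. The shorter GGAC core had ratios of 1.07 and 1.08 (exact test, two-sided, adjusted p = 7.46e-11 and 1.43e-13). The general m6A motif DRACH (D is A, G or U, R is A or G, H is A, C or U) was slightly below its expected rate, with ratios of 0.993 and 0.963 (exact test, two-sided, adjusted p = 0.0332 and 5.40e-27). The comparison motifs AAAAA (0.745 and 0.655) and UUUUU (0.936 and 0.781) were also below the expected rate. DRACH was expected in 81.8% and 80.1% of windows, which leaves little room for an excess. The expected rates were not matched for base composition, which may therefore contribute to all of these ratios.

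**Figure D4:**
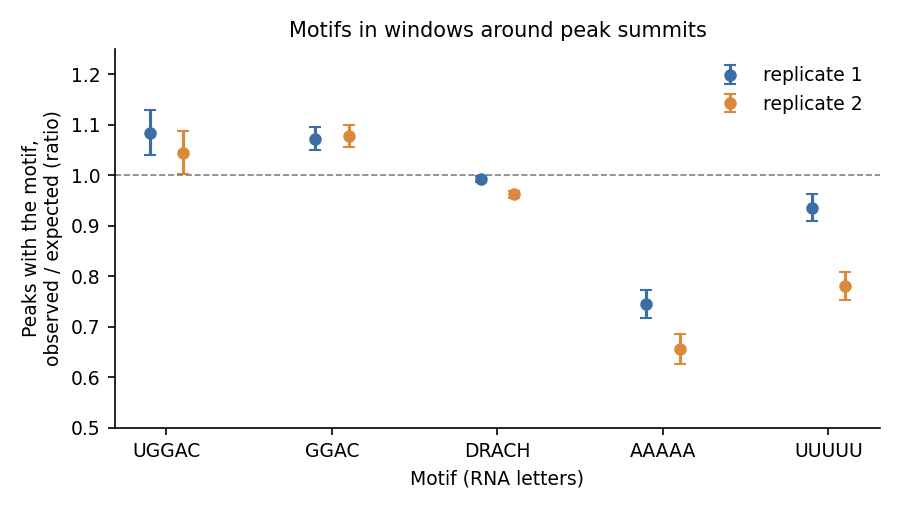
Ratio of observed to expected share of summit windows (50 nt to each side) that hold each motif (points, with Wilson 95% intervals of the observed share divided by the expected share) in replicates 1 and 2. The dashed line marks a ratio of 1; UGGAC lies at 1.08 and 1.04 and AAAAA at 0.745 and 0.655.

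Peak summits fell in 8881 genes in replicate 1 and 8702 in replicate 2. Both replicates had a peak in 6865 genes, which is 64.1% of the 10718 genes with a peak in either, and 6305 genes had a pair of overlapping peaks. Protein-coding genes were 86.6% of the genes in both replicates (5944 genes), followed by processed pseudogenes (485 genes) and lncRNA genes (314 genes). Of the peaks within genes, 90.4% and 91.2% were in protein-coding genes (90.8% ± 0.599, SD, n = 2). A processed pseudogene shares sequence with its parent gene, so the pseudogene count is uncertain.

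CDC25A, the gene the study followed, lies on chromosome 3 from 48157146 to 48188417 on the minus strand. Replicate 1 had 1 peak there, from 48158793 to 48159264, which spans the boundary of the last coding exon and the 3′ UTR. Its summit at 48158991 is in CDS and the moved summit is in the 3′ UTR. Its fold enrichment was 5.89 with a −log10 q of 6.80, and 13 reads were piled up at the summit. Replicate 2 had 1 peak from 48187988 to 48188282, in the 5′ UTR at the summit and at the moved summit, with a fold enrichment of 5.33, a −log10 q of 4.63 and 7 reads at the summit. These peaks do not overlap, so no CDC25A site was called in both replicates. Ranked by fold enrichment within their lists, they stood at percentiles 28.9 and 17.0. Of all peaks with 14 reads or fewer at the summit, 39.4% in replicate 1 and 41.1% in replicate 2 recurred. The lack of a shared CDC25A peak therefore does not show that binding is absent. The study also bases IGF2BP3 binding to the CDC25A 3′ UTR on RIP-seq, RIP-qPCR and RNA pulldown, which were not examined here.

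**Figure D5:**
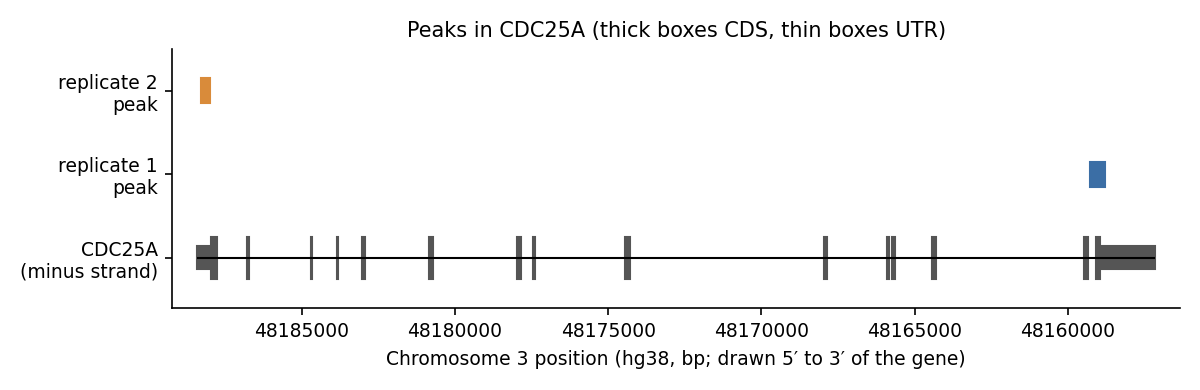
Map of CDC25A on chromosome 3 (hg38, position in bp, drawn from the 5′ to the 3′ end of the gene) with the canonical transcript (thick boxes CDS, thin boxes UTR) and the peak of each replicate. The replicate 1 peak spans the end of the CDS and the start of the 3′ UTR, and the replicate 2 peak lies in the 5′ UTR.

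Of the other G1-S genes the study followed, CCNE2 (chromosome 8, 94879770 to 94896678), CDC6 (chromosome 17, 40287879 to 40304657) and E2F3 (chromosome 6, 20401879 to 20493714) had no peak in either list. CDK4, CHEK2 and WEE1 had 1 peak each in replicate 1 and 0 in replicate 2, with fold enrichments of 5.50, 6.19 and 7.57. A missing peak does not show that binding is absent. E2F1 had 2 peaks in replicate 1 and 1 in replicate 2. The pair that overlapped lay on chromosome 20 from 33676406 to 33677066 (fold enrichment 3.99, summit in the 3′ UTR) and from 33676499 to 33676998 (fold enrichment 5.67, summit in CDS). At the moved summit both were in the 3′ UTR. The peak of CDK4 changed from 5′ UTR to CDS with the move, and those of CHEK2 and WEE1 from intron to CDS.

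Of the earlier targets that the study discusses, MYC and CCND1 had peaks in both replicates. CDK4, also named there, had 1 peak in replicate 1 and 0 in replicate 2. MYC (chromosome 8, 127735434 to 127742951) had 3 peaks in each list, all with the summit in CDS and all overlapping. The strongest of replicate 1, from 127740285 to 127740925, had a fold enrichment of 8.69 and a −log10 q of 45.9. The strongest of replicate 2, from 127738207 to 127738946, had 8.26 and 40.6. CCND1 (chromosome 11, 69641156 to 69654474) had 4 peaks in replicate 1, all overlapping the other list, and 6 in replicate 2. Its largest fold enrichment was at the start of the gene, from 69640955 to 69641502 in replicate 1 (fold enrichment 10.6) and from 69640935 to 69641501 in replicate 2 (fold enrichment 12.2), with the summit in the 5′ UTR and the moved summit in CDS. By −log10 q a 3′ UTR peak stood higher, with 62.3 against 39.6 in replicate 1 and 76.1 against 60.9 in replicate 2.

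The shared peaks with the largest fold enrichment in both lists are given next. The first lay on chromosome 14 from 20343119 to 20343671 in replicate 1 and from 20343104 to 20343667 in replicate 2, with fold enrichments of 25.3 and 26.9. It was assigned to an exon of the lncRNA gene ENSG00000259001 and also covers RPPH1, an annotated ribozyme RNA on the same strand, and the protein-coding gene PARP2 on the opposite strand. The peaks carry no strand, so the gene of origin is uncertain. The next, in an intron of UNC45B on chromosome 17 from 35151141 to 35151558, had fold enrichments of 24.9 and 26.3. A peak in an intron of the lncRNA gene ENSG00000282890 on chromosome 2, from 49229640 to 49230144, had 26.5 and 25.1, and another lncRNA gene on the opposite strand lies under it. A peak in the 5′ UTR of TRAM1 on chromosome 8, from 70608096 to 70608551, had 24.2 and 25.8. The last, on chromosome 17 from 19112412 to 19112855, had 26.9 and 24.8 and was assigned to an exon of the lncRNA gene ENSG00000262202. The snoRNA gene SNORD3D lies under it, and the summit 31-mer of the overlapping peak of replicate 2 occurs 5 times in the genome, so its origin is uncertain. Coordinates in this paragraph after the first peak are those of replicate 1.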

Values the study reported

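The study reported a correlation of r = 0.76 between its LACE-seq replicates (P < 2.2e-16). It counted 7745 potential target genes from LACE-seq, of which 4240 were also RIP-seq targets. It placed 79% of the IGF2BP3 binding sites in protein-coding transcripts. The unit of its correlation is not stated, and the protein-coding shares above are of peaks within genes, so these values do not compare directly. It also described strong enrichment in 3′ UTRs and close to stop codons. Here peaks were enriched near stop codons. In 3′ UTRs they were above expectation against all genic bases, but below it against exonic bases, a result that moved summits did not keep.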

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

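The test in this part was planned before its result was seen. Peaks on scaffolds that the annotation does not cover were left out of the comparisons that need annotated genes or positions. They stayed in the rank correlation, in the comparison of strong and weak peaks and in the split by pileup. There were 46 such peaks in replicate 1 and 36 in replicate 2, and 25 in each list overlapped a peak of the other. Of these peaks, 89.1% in replicate 1 (41 of 46) and 86.1% in replicate 2 (31 of 36) had a summit 31-mer that occurs more than once in the genome, against 9.19% and 8.13% of the peaks on the other chromosomes. The values are consistent with reads from sequences that have several copies, which the alignment settings allowed to be placed at more than 1 position. Which copy the RNA came from stays open, and no biological explanation was tested.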

How the results depend on the processing

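In this part, moving summits downstream and keeping single-copy summits were chosen after the data had been seen; the other alternatives were planned. Of 223 alternative values for 20 results under 18 settings, 199 kept their direction and side of the threshold (or, for values without a test, stayed within the SD of the replicates or 1.5 times the main count), 13 no longer passed the threshold in both replicates, 10 values without a test moved, 1 reversed and 0 newly passed. Of the 199, 50 could not come out otherwise: 30 came from a single replicate of 2, and 20 from merging overlapping peaks within a list, which removed 0 peaks. Without them 149 of 173 values kept, and of 144 with a test in both replicates 130 kept their call.

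Overlap above the expected level kept its call under all 7 such alternatives with a test, with ratios from 1.89 to 7.26, as did rank correlation (0.443 to 0.890), enrichment near stop codons (1.63 to 1.97), CDS against exonic bases (1.06 to 1.59), GGAC (1.07 to 1.16) and AAAAA (0.613 to 0.757) under theirs. All 4 region classes kept their direction and call against genic bases under 9 each.

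The mean 5′ UTR ratio against exonic bases fell from 1.61 to 0.903 with summits moved downstream. It did not pass the threshold in the reversed direction, since the ratio was 0.655 in replicate 1 and 1.15 in replicate 2. The move itself takes peaks from 5′ UTRs into CDS, so this result depends on where within a peak the binding site is taken to be. The 3′ UTR ratio against exonic bases did not keep its call with moved summits (0.908) or with midpoints as positions (0.943).

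With only the 5000 peaks of the largest −log10 q-value, the difference between strong and weak peaks (3.94 points), the 3′ UTR ratio (0.878), the 5′ UTR ratio (1.55), UGGAC (1.05) and DRACH (0.971) did not keep their calls. At or above the median fold, UGGAC (1.06) and UUUUU (0.926) did not. In 51-nt windows UGGAC (1.07) and DRACH (0.965) did not, nor did UGGAC in single-copy summits (1.06) or DRACH without peaks in several genes (0.980). These settings use fewer peaks or bases; apart from that the cause was not tested.

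Gene counts followed the number of peaks. At or above the median fold the mean count per replicate was 5805.5, with 4107 genes in both and 3647 with an overlapping pair. With the 5000 peaks these were 3031.5, 2043 and 1871. The share of genic peaks in protein-coding genes was 89.4% and 91.8% under these filters, 93.7% without peaks in several genes and 93.8% in single-copy summits.

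With either replicate left out, the 5′ UTR ratio ranged from 1.19 to 2.02 against exonic bases and from 4.59 to 7.70 against genic bases. Overlap, strength and rank need both replicates and have no such value. Of peaks with 14 reads or fewer, 39.4% and 41.1% recurred; the cause was not tested.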

Other observations

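In this part, the tests of the best downstream move, binding at 3′ splice sites as the whole cause, the UGGAC rank, the recovered background and GC content (in peaks of 1 list, by weighting and by prediction), and the use of moved and single-copy summits, were chosen after the result or the data were seen; the other tests were planned before their results.

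The deposited fold and p-value were traced to whole reads. Away from its lowest value, the recovered background was a whole number of reads in 10 kb for 100% of the peaks in both replicates (20394 and 20240 peaks), against 20% by chance. This is consistent with a Poisson test of a whole read pileup against a background counted in the same library. Fold enrichment would then be relative to the surrounding 10 kb of the immunoprecipitated library, so transcript abundance may enter it, and it does not compare with an input. Whether a control was used elsewhere in the study was not tested.

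Intronic summits clustered just upstream of 3′ splice sites. The exonic share was largest when summits were moved downstream by 105 nt on average (110 and 100 nt), less than the 146 and 147 nt at the middle of the narrowest peak. Summits in no gene but within 150 nt of one lay upstream of a gene start in 91.8% of cases in replicate 1 (349 against 31) and 95.8% in replicate 2 (599 against 26). Over single-exon genes of at most 300 nt, which have no splice site, 80.4% and 88.2% of summits lay upstream of the gene centre, by a median of 112.5 and 122 nt. These values are in line with reads that the peak caller extended upstream of their own position, and they argue against binding at 3′ splice sites as the whole cause. A part played by splice sites stays open. Among exons of 100 to 300 nt, 69.7% and 68.4% of the summits in or just upstream of internal exons lay upstream, against 56.1% and 54.9% for first exons, a difference of 13.7 and 13.5 percentage points (Fisher's exact test, two-sided, p = 7.75e-05 and 5.91e-09). Transcription starts that lie inside annotated first exons would give the same difference and were not tested.

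The overlap of the replicates was not confined to summits with an exact repeat. Only the 31-mer at the summit was checked, so inexact copies and repeats elsewhere in a peak were not excluded. Among peaks whose summit 31-mer occurs once in the genome, the ratio of observed to expected overlap was 2.20. It was 1.89 at moved summits, so a background that is too wide because of displaced summits does not account for it either, although it may contribute a part. Binding, RNA abundance along a transcript and mappability shared by both libraries all stay open, since no control was analysed here.

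UGGAC was near its background rate. Among all 1024 5-mers, counted by occurrence, it ranked 354 in replicate 1 (ratio 1.062) and 438 in replicate 2 (ratio 1.011) at the summits. At moved summits it ranked 419 in replicate 1 (ratio 1.056) and 382 in replicate 2 (ratio 1.066), which argues against displaced summits as the whole reason. Displaced summits may hide a part. The share of windows with UGGAC was on average 1.11 times the expected one at moved summits against 1.06 at the summits, and that of GGAC 1.15 against 1.08. By occurrence, however, the UGGAC ratio rose with the move in replicate 2 and fell slightly in replicate 1. The study describes this sequence as the preferred consensus; the background here was other positions of the same genes and region classes, and with positions pooled over all peak-bearing genes the ratio was 1.13. Backgrounds outside these genes were not tested.

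CACAC stood higher, at rank 1 in replicate 1 (ratio 1.91, bootstrap interval 1.78 to 2.03) and rank 2 in replicate 2 (1.59, interval 1.48 to 1.71), where CGCGC ranked 1. It ranked 1 in both at moved summits, with ratios of 2.26 and 1.79. Without windows that hold 6 CA units in a row, the ratio was 1.53 and 1.33, so long repeats were not the whole of the excess. The background kept its repeats, so the fall in the ratio does not measure their part. In single-copy summits it was 1.84 and 1.57, which argues against repeated sequence as the whole cause. Other values set limits to a reading as binding. ACACA ranked 3 in replicate 1 but 64 in replicate 2, although it was above its expected rate in both (ratios 1.66 and 1.34). In replicate 1 the CACAC ratio was higher in peaks that did not overlap the other list (2.22) than in those that did (1.71), and in replicate 2 it was lower (1.41 against 1.70). These ratios count every occurrence, also several in 1 window. The share of windows with CACAC was lower in peaks without overlap in both replicates, at 11.3% against 11.7% and 9.56% against 11.5%. These shares are given without an expected value. Sequence preferences of MNase, crosslinking and cDNA amplification were not tested, so the origin of the excess stays open.

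Replicate 2 had more 5′ UTR peaks than replicate 1 (12.0% against 6.68%). Peaks called only in replicate 2 also had a higher GC content than those called only in replicate 1 in other classes, by 12.0 percentage points in CDS, 12.4 in 3′ UTRs and 9.33 in introns (permutation test, two-sided, p = 1e-04 each, the smallest that 10000 resamples can give). A shift in GC content between the libraries, for example during fragment capture or amplification, may therefore contribute. How much of the difference it accounts for stays open. Weighting the peaks of replicate 2 to the GC content of replicate 1 gave a 5′ UTR share of 7.23%, 0.551 points above replicate 1 (bootstrap interval 0.154 to 0.962). The size of this fall says little, because 5′ UTRs are rich in GC themselves and weighting lowers their share whatever the cause. A difference that remains would argue against GC content as the whole cause, but it depended on the setting. This weighting was first run with bins of 5 percentage points, the bins and the comparison were changed after a borderline result, and 12 settings were then run. The difference was 0.234 to 0.727 points, smallest with the GC content of the whole peak, and its interval lay above 0 in 7 of them. A prediction from the 5′ UTR peaks of replicate 1 and the GC shift in CDS, 3′ UTRs and introns was added later. Replicate 2 had 1.12 times the predicted number (bootstrap interval 1.02 to 1.23). Over 8 settings of bin width and classes the ratio was 1.09 to 1.17, and the interval lay above 1 in 4 of them, so this answer depended on the setting as well. A GC shift as the whole cause and a further difference between the libraries cannot be told apart here, and the design names no biological difference between replicates of 1 group.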
